A study of Homo sapiens with 4 samples. Its data were reported in "Brain metastatic outgrowth and osimertinib resistance are potentiated by RhoA in EGFR-mutant lung cancer" (2022).

How the data were processed

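Single-cell libraries of 4 lines, PC9, PC9-BrM4, C2 and R2, were made by the authors with 10x 3 prime version 3 chemistry, 1 library per line, from cells cultured for 3 days without drug. According to the study's methods, reads were aligned to hg38 with Cell Ranger, cells and genes with few transcripts were removed, and counts were normalised in Seurat 3 with sctransform, a regression that replaces each count by the count predicted at a common depth, with the percentage of mitochondrial transcripts as a covariate. The cells of all lines were clustered together into 19 sub-populations. Doublets, droplets that held more than 1 cell, were not assessed here.

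The authors deposited 2 tables with 1 column per sub-population. The values of the first, called the corrected table here, are mean corrected UMIs per cell as deposited by the authors. The values of the second, called the table of uncorrected counts, are deposited as the mean of e^count − 1 over cells. The corrected table held 19973 genes and the other 21158 genes, of which 1185 were only in the latter. Each column of the corrected table, multiplied by a whole number of cells, gave whole numbers of UMIs within 0.001, from which the number of cells was recovered. Values of the second table were turned into mean counts under a Poisson assumption and divided by relative depth, so that they also rise with the spread between cells. In it, 140 values of 20 genes had overflowed and were left out.

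Columns of the corrected table were rescaled to the same total and are given as CPM, the usual scale of such counts. The effect is the difference between groups of the mean of log2(CPM + 5). A gene was measured if its mean over the compared columns was at least 10 CPM, and was called higher or lower if the effect was at least 1 in size and the groups of columns did not overlap. No statistical test was applied, because each line had 1 library and the columns are means over cells. The columns are sub-populations of a pooled clustering and not replicates. The comparisons, pseudocount, filter, size threshold, lists and the placement of sub-populations were fixed before the data were examined. The placement of 0, 1, 4, 5 and 8 followed the study's text, and that of 2, 3, 6 and 7 its plot. Comparisons were 1 and 5 against 0 and 4; 8 against 0, 1, 4 and 5; 0, 1, 4 and 5 against 2, 3, 6 and 7; 6 and 7 against 2 and 3; the 2 large sub-populations of each line; and 9 to 18 against the mean of 0 to 7. Within PC9-BrM4 the direction was written as 7 against 6 and was turned after the data were seen, so that the column with more G2/M expression comes first in every line.

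For 35 gene lists and 10 lists of cell type markers, the median effect of the measured members was compared with 10000 random lists of the same size matched on mean expression in 20 bins. A list was described as outside the random range if its percentile was under 2.5 or over 97.5 in both tables. Lists with fewer than 5 measured members were given member by member. A marker list needed 3 detected members to be named in a smaller sub-population. The lists cover genes named by the study, the MetRes signature, cell cycle, cytoskeleton and adhesion, epithelial and mesenchymal state, signalling, stress, metabolism, protein turnover and brain metastasis, and markers of secretory airway, alveolar type 1 and 2, basal, ciliated, fibroblast, endothelial, leukocyte, neural and erythroid cells.

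Genes were named in the text if they were among the 12 largest or 12 smallest effects of the called genes whose direction was the same in the table of uncorrected counts, without ribosomal, mitochondrial and clone-named genes, or if the study names them, or if they had the largest effects in a described list. The rule written beforehand could also be read as asking for a call in both tables, and was read as direction alone. In smaller sub-populations, genes come from the 10 leading genes. Some genes and lists that met these rules are not described here.

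Gene positions and canonical transcript lengths came from GENCODE 44 on GRCh38. After the data were seen, the effects were also set against transcript length, with the median effect of 20 length bins subtracted, and centred on the median of all genes. Shifts of neighbouring genes were sought in windows of 25 genes against 200 shuffled gene orders, also chosen after the data were seen. Alternatives fixed beforehand were the table of uncorrected counts, pseudocounts of 1 and 20, filters of 50 CPM and none, a size of 0.5, values not rescaled, other pairings of the columns and leaving out 1 column at a time.

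Relative raw depth was between 0.977 and 1.06 in sub-populations 0 to 8, and 95% Poisson intervals of the summed corrected UMIs were computed for each mean. The comparison was tested on simulated data with 50 genes changed at each of 4 sizes. It called 0 genes at 1.5-fold, 1 at 2-fold, 44 at 3-fold and 48 at 4-fold, where 0, 0, 45 and 50 were called without noise. Of 7113 measured genes, 0 unchanged ones were called. Simulated columns shared the same means and differed by counting noise only. The check therefore says nothing of calls that differences of culture, library or cell state could make. A first criterion for this check failed, because the pseudocount shrinks the effects of genes of low expression, and it was replaced by the calls made without noise. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes that identify sex were left out, and values of single cells were not used here.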

Results

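Single-cell RNA sequencing (scRNA-seq) was performed on PC9, a human lung adenocarcinoma line that carries an EGFR exon 19 deletion, and on 3 lines derived from it by selection in mice. PC9-BrM4, labelled BM4, was isolated from brain metastases after repeated in vivo selection of PC9. C2 and R2 were isolated from brain metastases of PC9-BrM4 cells in animals that received vehicle or the EGFR kinase inhibitor osimertinib, respectively. The 4 lines were grown in culture for 3 days, and 1 library was made from each. The values analysed here are means over the cells of 19 sub-populations, numbered 0 to 18, which the authors defined by clustering the cells of all 4 libraries together. A value therefore belongs to a sub-population and not to a line, so that a line named beside a value stands for the sub-populations placed in it, and values of single cells were not used here.

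The 19 sub-populations held 24441 cells, from 111 cells in sub-population 18 to 3373 in sub-population 0. Sub-populations 0 to 8 held 20660 cells, or 84.5%. According to the text of the study, sub-populations 0 and 4 were most prevalent in C2, 1 and 5 were most prevalent in R2, and 8 was enriched alike in both lines. The sub-population plot of the study places 2 and 3 in PC9 and 6 and 7 in PC9-BrM4. Unique molecular identifiers (UMIs) each mark 1 captured transcript, and the correction replaces their counts by those predicted at a common depth. Corrected UMIs ranged from 12491 to 15635 per cell, and from 14022 to 15409 in sub-populations 0 to 8. These totals do not give the depth of sequencing, since relative raw depth ranged from 0.411 in sub-population 13 to 1.08 in 15. The 95% Poisson interval of a mean was summarised for genes named in the text, over values of sub-populations 0 to 8. None of the values taken had fewer than 176 summed corrected UMIs. Among them the median half-width was 4.10% of the mean and the largest was 15.1%. Where fewer UMIs were summed, as for ALDH1A1 in sub-populations 0, 1, 4 and 5, the interval was wider. These intervals cover counting error only. The lines have no replicates, so no difference could be set against the spread between cultures, and the sub-populations were drawn from the same expression values, so that the genes that separate them are described and not tested.

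The large sub-populations fell into pairs by line and then into a PC9 side and a C2/R2 side. Across genes, which are not independent replicates, Spearman's rho was between 0.981 and 0.986 for the 2 large sub-populations of the same line. It was between 0.963 and 0.980 for PC9 against PC9-BrM4 and between 0.938 and 0.956 for C2 against R2. Sub-populations of C2 and R2 resembled those of PC9 and PC9-BrM4 least, with rho between 0.874 and 0.933. Sub-population 8 was nearer to the C2 and R2 sub-populations (rho 0.931 to 0.953) than to those of PC9 and PC9-BrM4 (rho 0.846 to 0.869).

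**Figure D1:**
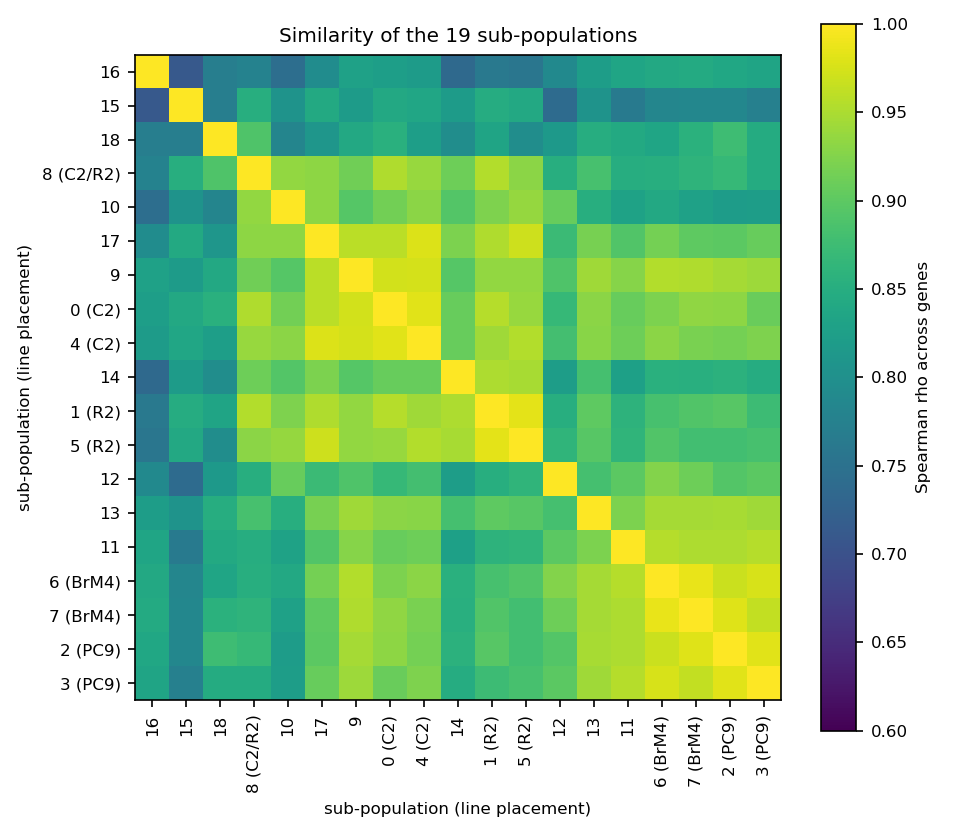
Spearman's rho across genes between each pair of the 19 sub-populations, in the order of an average-linkage tree, with the line in which the study places a sub-population in brackets and rho given by the colour scale. The sub-populations of PC9 and PC9-BrM4 and those of C2 and R2 form separate blocks, and 15, 16 and 18 stand apart from both.

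To ask how cells that grew back under osimertinib differ from cells selected for brain metastasis alone, the R2-prevalent sub-populations 1 and 5 were compared with the C2-prevalent sub-populations 0 and 4. Several of the genes with the largest differences act in the cytoskeleton and in cell adhesion, and were lower in the R2-prevalent sub-populations. DSP, which encodes the desmosomal plaque protein desmoplakin, averaged 50.6 CPM (corrected UMIs rescaled to the same total in every sub-population) in 1 and 5 against 132 in 0 and 4, a log2 ratio of −1.29. SPTBN1, a spectrin of the membrane skeleton, differed by −1.27, the cytolinker DST by −1.24 and the membrane repair protein MYOF by −1.22. In all, 25 of 7133 measured genes were lower by at least 2-fold without overlap of the 2 sets of columns, and 0 were higher. If columns were exchangeable, 2 would not overlap 2 others for 33.3% of genes. Columns of the same line are alike, so that here and below lack of overlap can be more frequent than such shares. At a log2 ratio of 0.5, 704 genes were lower and 66 were higher.

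The other genes that led this group were DDX3X, an RNA helicase (−1.29), CDC42BPB, a kinase that acts downstream of CDC42 (−1.18), AHCTF1, a factor of nuclear pore assembly (−1.17), PCDH7, a protocadherin (−1.15), PLK2, a polo-like kinase (−1.13), HNRNPU, a nuclear RNA-binding protein (−1.13), and ANKRD1, a target of the transcriptional co-activator YAP (−1.12). DSP lies on chromosome 6 from 7541338 to 7586714 (GRCh38). The count depended on single columns, since 65 genes were lower without sub-population 5, 75 without 0 and 39 without 4. In the table of uncorrected counts, which also rises with the spread between cells, 30 genes were lower and 76 were higher, and 13 of the 25 genes were lower there as well.

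Among the gene lists fixed before the data were examined, targets of YAP and TEAD had a median log2 ratio of −0.45 in this comparison, with 2 of 17 measured members lower by 2-fold (MYOF and ANKRD1) and 0 higher. Chaperones of the endoplasmic reticulum (ER) had a median of −0.44, with none of 14 members past 2-fold. Their largest differences were −0.98 for CANX (calnexin) and −0.87 for HSP90B1. Targets of the oxidative stress factor NRF2 had a median of −0.31, with 1 of 23 members lower, the aldo-keto reductase AKR1C1 (−1.09). Transcripts encoded by the mitochondrial genome had a median of −0.31, and 1 of 13 was lower, MT-ND6 (−1.17). Receptors for laminin and other adhesion genes had a median of −0.29, with 1 of 16 lower (ITGA2). Targets of SRF and its co-activators had a median of −0.26, with 3 of 19 lower: ANKRD1, the non-muscle myosin heavy chain MYH9 (−1.01) and THBS1 (−1.09). Ribosomal protein genes had a median of 0.32, with 75 of 76 members above 0 and none past 2-fold, led by RPL5 (0.60) and RPL26 (0.53). Each of these medians lay outside the middle 95% of random lists matched on expression, in both tables. The sizes differed between tables, and in that of uncorrected counts the medians were −0.23 for ER chaperones, −0.04 for NRF2 targets, −0.14 for laminin receptors, −0.12 for SRF targets and 0.53 for ribosomal proteins.

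The MetRes signature, the study's list of genes of metastasis and resistance, had a median log2 ratio of 0.20 between the R2- and C2-prevalent sub-populations, and of 0.45 in the table of uncorrected counts. Of 254 measured members, 203 were above 0, 0 were higher by 2-fold and 3 were lower (ANKRD1, ITGA2 and NEAT1, a nuclear non-coding RNA, at −1.04). The study chose this list on these samples, so that its direction is not independent evidence. RHOC, which acts on the cytoskeleton, was among the genes with the largest positive differences. It averaged 3.40 corrected UMIs per cell in sub-population 1 (95% interval 3.34 to 3.47) and 3.34 in 5 (3.27 to 3.42), against 1.89 in 0 (1.84 to 1.93) and 1.87 in 4 (1.82 to 1.92). Its log2 ratio was 0.77, which is below 2-fold. The RHOC gene lies on chromosome 1 from 112701127 to 112707434.

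Other genes named by the study went both ways in this comparison. EGFR averaged 301 CPM in the R2-prevalent against 492 in the C2-prevalent sub-populations (log2 ratio −0.70). Among integrin subunits, ITGA2 averaged 116 against 241 CPM (−1.03), and the ratios were −0.75 for ITGA6 and −0.68 for ITGB1. ITGA2 spans 52989340 to 53094779 on chromosome 5. The study's text describes ITGA2 and ITGA3 as upregulated in sub-populations of R2, relative to C2 cells. In sub-population 8, which the study counts among the R2-enriched ones, ITGA2 reached 3.82 corrected UMIs per cell (3.71 to 3.93), the highest mean among sub-populations 0 to 8, and ITGA3 1.80 (1.73 to 1.88). In 1 and 5, ITGA2 stood at 1.65 and 1.78. Set against C2, ITGA2 averaged 262 CPM in 8 and 116 in R2, where C2 had 241. ITGA3 averaged 124 CPM in 8 and 82.0 in R2, where C2 had 96.4. The log2 ratios were 0.33 for the small GTPase RAP1A and 0.02 for the transcription factor FOSL1. The study names PRNP and FOSL1 with RHOC as highly expressed in R2-enriched sub-populations, among which it counts 8 with 1 and 5. It adds that part of these genes rose in C2 sub-populations too, so that a ratio of R2 to C2 does not test its statement. PRNP averaged 254 CPM in 8, 140 in R2 and 163 in C2, against 47.4 in PC9. FOSL1 was lower in 8, at 62.3 CPM, than in R2, at 87.2, and stood at 37.1 in PC9. For PRNP (−0.21), RHOA (−0.17) and ITGA3 (−0.22) the sign was positive in the table of uncorrected counts, at 0.01, 0.15 and 0.08. SRF and KRT13 were below 10 CPM in these sub-populations and were not measured.

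**Figure D2:**
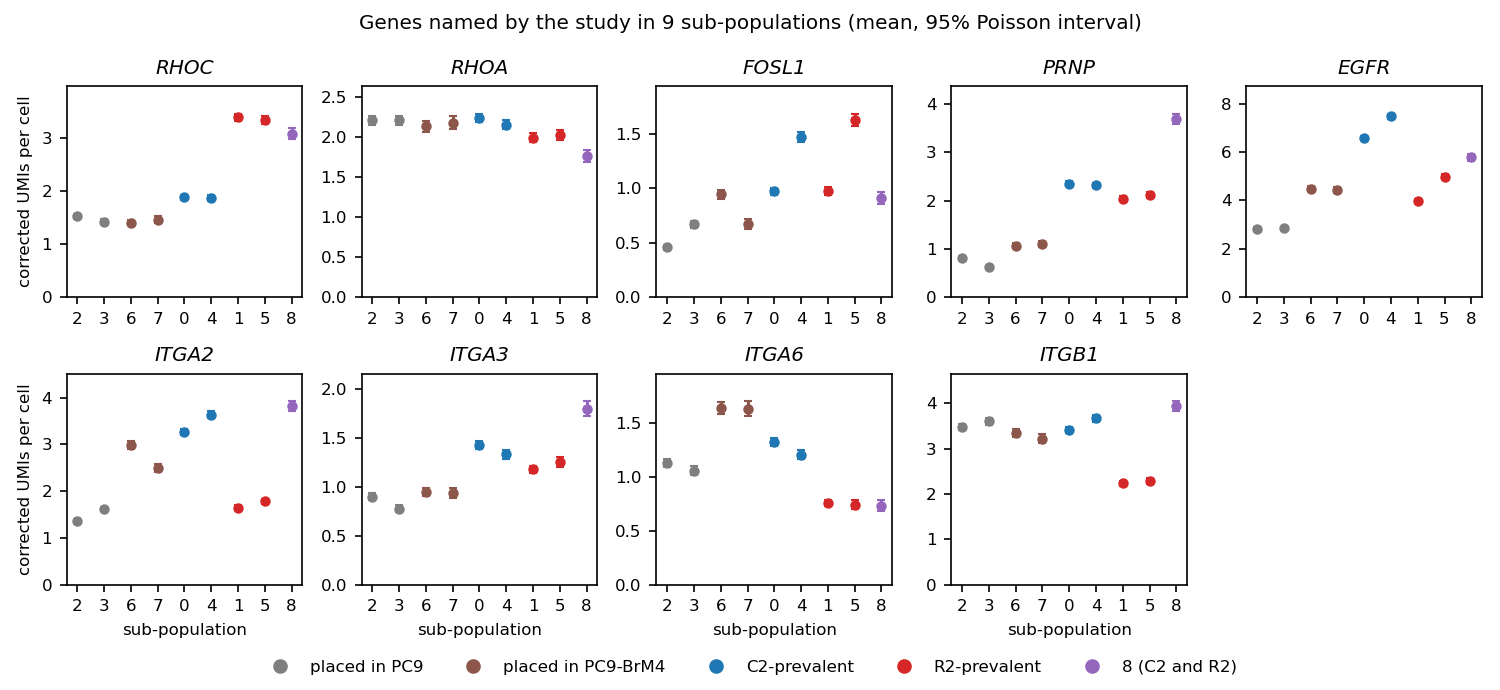
Mean corrected UMIs per cell (vertical axes, from 0) of 9 genes named by the study in sub-populations 2, 3, 6, 7, 0, 4, 1, 5 and 8 (horizontal axes), coloured by line, with 95% Poisson intervals as bars. RHOC was highest in 1, 5 and 8, and ITGA2 and EGFR stood lower in 1 and 5 than in 0 and 4.

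The differences between the R2- and C2-prevalent sub-populations followed the length of the transcript. Across 6905 measured genes with a canonical transcript in the annotation, Spearman's rho of the log2 ratio with transcript length was −0.64 in both tables. In 4 equal groups of genes from the shortest to the longest transcripts, the median log2 ratio was 0.23, 0.05, −0.16 and −0.33. The 25 lower genes had a median length of 6603 bases against 3071 for all measured genes. With the median of genes of like length subtracted, an adjustment chosen after the data were seen, 7 of the 25 genes remained lower by 2-fold, and their median went from −1.12 to −0.85. In all, 10 genes were then lower and 0 higher. The list medians were 0.02 for the MetRes signature, 0.08 for ribosomal proteins and −0.07 for laminin receptors. Against random lists adjusted in the same way, the MetRes signature and ribosomal proteins still lay above the random range. Laminin receptors then lay within it, at percentile 20.4. YAP targets stood at −0.25, ER chaperones at −0.30, NRF2 targets at −0.32 and SRF targets at −0.21, while mitochondrially encoded transcripts went from −0.31 to −0.56. The rho was 0.10, −0.29 and 0.04 in the other comparisons of sub-populations, in the order in which they are described. In the table of uncorrected counts it was −0.14, −0.26 and 0.18, so that the sign for sub-population 8 differed between tables.

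**Figure D3:**
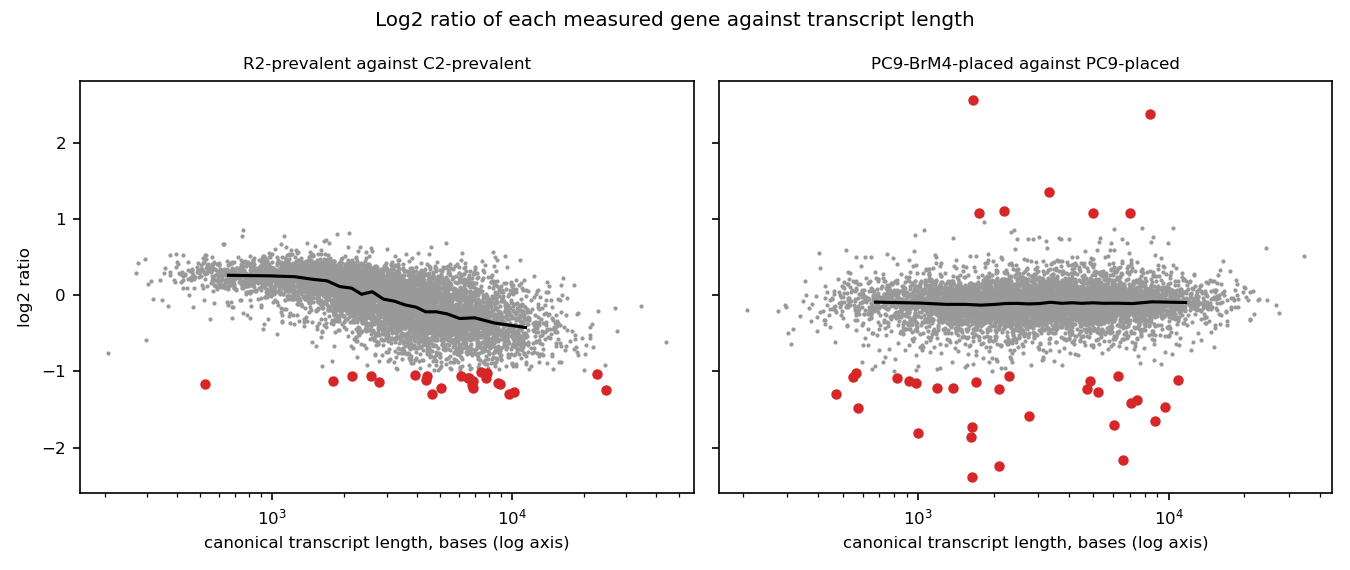
Log2 ratio of each measured gene (vertical axes) against the length of its canonical transcript in bases (horizontal log axes), for the R2-prevalent against the C2-prevalent sub-populations (left) and for PC9-BrM4 against PC9 (right); red points are genes past 2-fold without overlap, and the line joins medians of length bins. The median falls with length on the left (rho −0.64) and is level on the right (rho 0.04).

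Sub-population 8, enriched in both C2 and R2, was compared with sub-populations 0, 1, 4 and 5 to describe what sets it apart from the sub-populations most prevalent in these lines. It combined high expression of secreted epithelial defence and stress genes with low expression of mitotic genes. PI3, which encodes the elastase inhibitor elafin, averaged 509 CPM against 59.2, a log2 ratio of 3.02. S100A8, a subunit of calprotectin, was at 52.7 against 3.34 CPM (2.83), and the stress-induced factor NUPR1 was higher by 1.94. CCNB1, the cyclin B1 that drives entry into mitosis, was at 42.8 against 170.1 CPM (−1.87). In all, 45 of 7159 measured genes were higher and 44 lower by 2-fold, each outside the range of the 4 other columns. If columns were exchangeable, 1 would lie outside 4 others for 40% of genes.

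Genes higher in sub-population 8 also included the glutaredoxin GLRX (1.79), CLIC3 (1.76), C15orf48 (1.69), AHNAK2 (1.46), the non-coding RNA IGFL2-AS1 (1.45), the stress cytokine GDF15 (1.37), S100P (1.35), the asparagine synthetase ASNS (1.31) and SUN3 (1.28). Of the 44 lower genes, 18 belong to the G2/M list. Lower genes besides CCNB1 included HMMR (−1.76), CENPF (−1.55), CCNB2 (−1.53), BIRC5, which encodes survivin (−1.46), KIF4A (−1.34), DEPDC1 (−1.33), CEP55 (−1.30), ANLN (−1.24), CDKN3 (−1.24), PBK (−1.23) and NEK2 (−1.21). PI3 lies on chromosome 20 from 45174902 to 45176544. All 51 measured genes of the G2/M list were below 0, with a median of −0.94, and 18 were lower by 2-fold; in the table of uncorrected counts the median was −0.25. The S phase list had a median of −0.47 (−0.10 in that table), with 37 of 39 members below 0 and none past 2-fold, where the thymidylate synthase TYMS stood at −0.95 but at 1.29 in the table of uncorrected counts. Heat shock genes had a median of −0.64, with 1 of 14 lower, HSP90AA1 (−1.01, but 0.38 in the table of uncorrected counts). The proteasome list had a median of −0.46, with none of 32 past 2-fold, but of 0.073 in the table of uncorrected counts. Both lay below the random range of their table.

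Secretory airway markers were the list with the largest median in sub-population 8, at 1.14, and 5 of 7 measured members were higher by 2-fold. They included PI3, S100P, the mucin MUC16 (1.26) and the protease inhibitor SLPI (1.14). Genes of the integrated stress response had a median of 0.37, with 3 of 21 higher (ASNS, NUPR1 and GDF15) and 18 above 0. NF-kB targets and cytokines had a median of 0.39, with all 11 above 0 and none past 2-fold, among them BIRC3 (0.86) and IL32 (0.81). TGF-beta targets had a median of 0.38. Extracellular proteolysis genes had a median of 0.31, and the kallikrein KLK5 was higher (1.05). Keratins had a median of 0.27, with 1 of 12 higher (KRT17), and basement membrane genes of 0.23, with 1 of 11 higher (LAMB3, a laminin subunit). EGFR, its family and ligands and other receptor kinases had a median of 0.27, YAP targets of 0.23 (1 of 17 higher, ANKRD1, 1.17), and S100 genes and annexins of 0.10 (3 of 16 higher, with S100A9 at 1.20). In the table of uncorrected counts the medians were 1.79 for secretory airway markers, 1.02 for the integrated stress response, 1.01 for NF-kB targets, 1.22 for keratins, 0.80 for proteolysis, 0.62 for TGF-beta targets, 0.51 for EGFR and other receptor kinases, 0.37 for YAP targets, 1.24 for S100 genes and −0.25 for heat shock genes.

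Among the study's own genes, the log2 ratios in sub-population 8 were 0.73 for PRNP, 0.63 for ITGA2, 0.47 for ITGB1, 0.45 for ITGA3, 0.29 for RHOC and 0.05 for EGFR. FOSL1 stood at −0.41 and RHOA at −0.24, and in the table of uncorrected counts these were 1.18 and 0.25. The study-named list had a median of 0.29, and of 1.18 in that table. Of the MetRes signature, chosen by the study on these samples and so not independent evidence, 35 of 255 genes were higher and 5 lower, with a median of 0.10 (0.82 in that table). The 45 genes higher in 8 varied little with the columns compared, but 24 genes were lower without sub-population 4 and 74 without 1. In the table of uncorrected counts 434 genes were higher and 9 lower, and 43 of the 45 higher and 6 of the 44 lower genes were called there too.

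To describe what separates the lines taken through further brain selection from their ancestors, sub-populations 0, 1, 4 and 5 (C2 and R2) were compared with 2, 3, 6 and 7 (PC9 and PC9-BrM4). Several secreted proteins were among the genes with the largest differences. MGP, the matrix Gla protein that inhibits calcification, averaged 477 CPM against 26.1, a log2 ratio of 4.42. The calcium-binding protein S100A4 was higher by 3.60, the cytokine IL11 by 3.19 and the antiviral membrane protein BST2 by 3.13. LCP1, which bundles actin filaments, was at 1.80 against 58.7 CPM (−3.18), and the matrix protein fibronectin, FN1, was at 9.20 against 124 (−2.77). In all, 105 of 7397 measured genes were higher and 76 lower by 2-fold without overlap of the 2 sets of 4 columns. Exchangeable columns would give such lack of overlap for 2.86% of genes. These columns are not exchangeable, because they come from 4 lines and the columns of a line are alike (rho 0.981 to 0.986). Lack of overlap can therefore arise more often. The median log2 ratio of all measured genes was −0.14.

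Further genes higher in C2 and R2 were SFTA1P (3.10), the keratin KRT23 (2.65), the receptor co-factor RAMP1 (2.56), the metallothionein MT1A (2.55), the cytokine IL32 (2.43), the protease inhibitor CSTA (2.35), FBXO2 (2.28) and PDLIM4 (2.18). Lower genes included CYP1B1 (−2.87) and the aldehyde dehydrogenase ALDH3A1 (−2.50), both enzymes of xenobiotic metabolism, the transcription factor SOX4 (−1.87), the aminotransferase BCAT1 (−1.84), ALPP (−1.67), EPB41L2 (−1.64), ANP32E (−1.62), the adhesion molecule ALCAM (−1.59), UGDH (−1.57) and PRKAA2, a catalytic subunit of AMPK (−1.55). MGP lies on chromosome 12 from 14880864 to 14885857. The number of lower genes was 129 without sub-population 4 and 229 in the table of uncorrected counts. There, 74 of the 105 higher and 71 of the 76 lower genes were called too.

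Of the MetRes signature, 76 of 248 measured genes were higher in C2 and R2 and 0 were lower, with a median of 0.67 and 231 members above 0. The study chose this list on these samples, so that the direction is not independent evidence. Of its 255 genes, 8 were higher both here and in sub-population 8, and 152 were higher in neither comparison. Among the study's own genes, PRNP (1.29) was higher by 2-fold. The log2 ratios were 0.85 for FOSL1, 0.79 for RHOC, 0.67 for EGFR, 0.54 for ITGA3 and −0.40 for ITGA6. EGFR averaged 301 CPM in R2 and 305 in PC9-BrM4, against 492 in C2 and 189 in PC9. RHOA differed by −0.02. For ITGA2 the ratio was 0.29, and −0.56 in the table of uncorrected counts. The study-named list as a whole had a median of 0.54.

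Secretory airway markers had a median of 1.04 in C2 and R2, with 4 of 7 higher, among them PI3 (2.13), LCN2, an iron-sequestering protein (2.12), and WFDC2 (1.24), while AGR2 was lower (−1.48). EGFR, its family and ligands and other receptor kinases had a median of 0.63, with 2 of 6 higher, the EGFR ligand AREG (1.91) and AXL, a receptor kinase of another family (1.82). Genes of MAPK output had a median of 0.27 and none of 12 past 2-fold. Their median was −0.0072 among genes of at least 50 CPM. The list of NF-kB targets and cytokines had a median of 0.24, with 2 of 8 higher (IL11 and IL32), keratins of 0.21, with 2 of 10 higher (KRT23 and KRT6B, 1.16), and YAP targets of 0.20, with 2 of 17 higher (AXL and ANKRD1, 1.72). Interferon-stimulated genes had a median of 0.18, with BST2 higher, and of −0.015 without sub-population 5. In the table of uncorrected counts the medians were 0.62 for secretory airway markers, 0.16 for MAPK output, 0.38 for NF-kB targets, 0.13 for YAP targets, 0.12 for interferon-stimulated genes and −0.69 for the G2/M list. Basement membrane genes had a median of −0.15, with none of 11 past 2-fold.

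NRF2 targets had the lowest median of the lists in this comparison, −0.54, with 2 of 25 lower, AKR1C2 (−1.34) and GPX2 (−1.11). The aldo-keto reductase AKR1B10 stood at −1.33, with overlap between the columns. The G2/M list had a median of −0.44 and the S phase list of −0.40, each with 1 member lower by 2-fold, ANP32E and the exonuclease EXO1 (−1.07). With the median of genes of like length subtracted, 132 genes were higher and 38 lower, and the medians were 0.68 for the MetRes signature, −0.33 for NRF2 targets and −0.29 for the G2/M list.

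**Figure D4:**
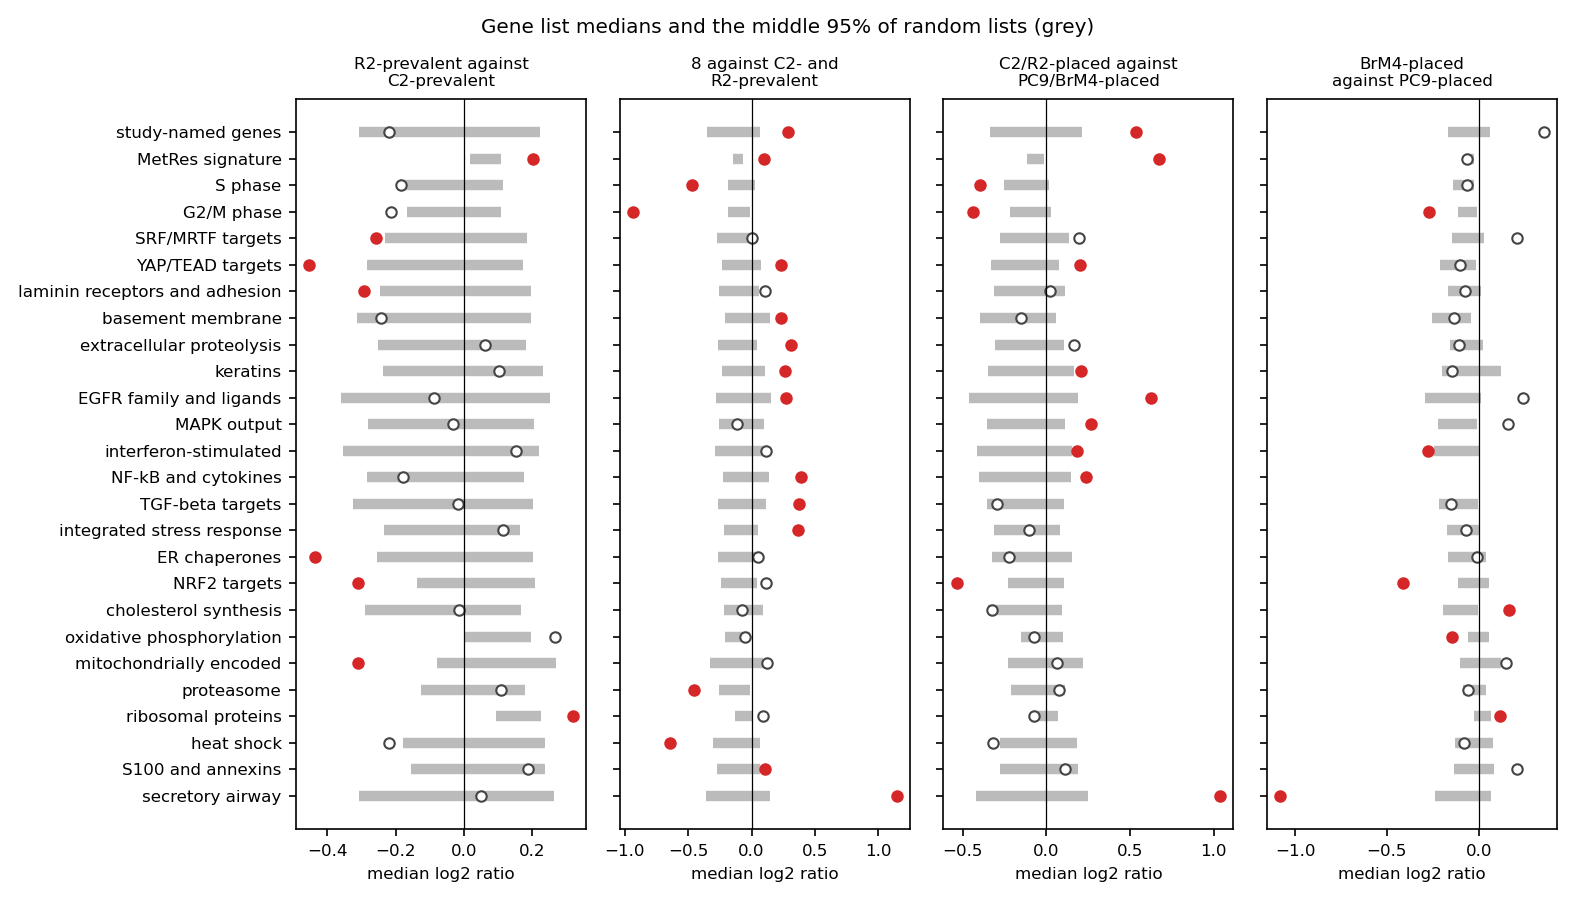
Median log2 ratio of fixed lists that lay outside the random range in at least 1 comparison (circles; horizontal axes, log2) in 4 comparisons of sub-populations, with the middle 95% of 10000 random lists matched on expression as grey bars. Red circles lie outside that range in both tables and open circles do not; the MetRes signature is red in the first 3 panels, at 0.20, 0.10 and 0.67.

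The earlier step of brain selection was described by comparing sub-populations 6 and 7 (PC9-BrM4) with 2 and 3 (PC9). The matrix genes MGP and FN1 were higher and several enzymes that detoxify aldehydes and other reactive compounds were lower in PC9-BrM4. MGP averaged 48.1 against 4.16 CPM (2.55), and FN1 211 against 36.7 CPM (2.38). ALDH3A1 was at 33.1 against 194 CPM (−2.39), ALDH1A1 at −2.24, AKR1C1 at −2.16 and AKR1B10 at −1.86. In all, 7 of 7568 measured genes were higher and 29 lower by 2-fold without overlap, where exchangeable columns would give 33.3% without overlap. The median of all measured genes was −0.11.

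Other genes higher in PC9-BrM4 were the adhesion molecule MCAM (1.36), the protease inhibitor TFPI2 (1.10), MYH15 (1.07) and the transglutaminase TGM2 (1.07). Lower genes included BST2 (−1.81), the epoxide hydrolase EPHX1 (−1.74), the deiodinase DIO2 (−1.70), PCDH7 (−1.66), ALPP (−1.59), S100A9 (−1.48) and the microtubule-associated protein MAP2 (−1.47). NRF2 targets had a median of −0.41, with all 25 below 0 and 4 lower by 2-fold: AKR1B10, AKR1C1, AKR1C3 (−1.21) and GPX2 (−1.12). Secretory airway markers had a median of −1.08, with 4 of 6 lower: S100P (−1.30), AGR2 (−1.14), LCN2 (−1.09) and PI3 (−1.07). Interferon-stimulated genes had a median of −0.27, with BST2 lower. Oxidative phosphorylation genes had a median of −0.14 with none of 46 past 2-fold, and cholesterol synthesis genes of 0.16 with none of 15 past 2-fold. Basement membrane genes had a median of −0.13, with 2 of 12 above 0 and none past 2-fold. In the table of uncorrected counts the medians were −0.92 for NRF2 targets, −2.11 for secretory airway markers, −0.66 for interferon-stimulated genes, −0.68 for oxidative phosphorylation and 0.02 for cholesterol synthesis.

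The median of ribosomal protein genes was 0.11 in PC9-BrM4, and −0.27 in the table of uncorrected counts. Both lay above the random range of their table, so that a negative value in the table of uncorrected counts need not be a low one. The G2/M list had a median of −0.27, but 0.072 without sub-population 7 and 0.15 without 3, and −0.69 in the table of uncorrected counts. Among the study's own genes the log2 ratios were 0.60 for PRNP and 0.00 for both RHOC and RHOA (−0.68 and −0.35 in the table of uncorrected counts). For EGFR (0.68), ITGA2 (0.88), ITGA6 (0.59) and FOSL1 (0.51) the sign was negative in the table of uncorrected counts, at −0.14, −0.28, −0.32 and −0.20. Of the MetRes signature, which the study chose on these samples and which is not independent evidence, 2 of 231 measured genes were higher and 6 lower, with a median of −0.07, of −0.45 in the table of uncorrected counts and of 0.04 with the median of genes of like length subtracted. Without sub-population 3, 19 genes were higher. Without 6 or 2, 67 and 82 genes were lower.

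Several lists stood in no comparison of sub-populations outside the random range in both tables. Epithelial genes had medians of −0.02, 0.05, 0.06 and −0.02 in the 4 comparisons, in the order given, with DSP lower in the R2-prevalent sub-populations and in C2 and R2 (−1.38). The medians were −0.01, −0.02, −0.02 and −0.11 for p53 targets, 0.09, −0.09, −0.07 and 0.01 for hypoxia and glycolysis, and 0.04, 0.12, −0.12 and −0.10 for genes of major histocompatibility complex (MHC) class I. Within the last list HLA-B (1.63) and B2M were higher in C2 and R2. Of 22 mesenchymal genes at most 5 were measured, FN1 and S100A4 among them, with a median of 0.46 in sub-population 8, outside the random range, and of 0.57 within it in the table of uncorrected counts, and of 17 neuroendocrine genes 3 were measured, with none past 2-fold. Metallothioneins had 4 or fewer members measured, with MT1A higher in C2 and R2 and MT1X in sub-population 8 (1.26). Among genes linked to brain metastasis, at most 5 of 18 were measured, with medians of −0.09 in the R2-prevalent sub-populations and 0.20 in sub-population 8 (0.01 and 0.99 in the table of uncorrected counts, the latter outside the random range), and PCDH7 and PRNP have been given above. No MHC class II, fibroblast, erythroid or alveolar type 2 gene was measured. Markers of other cell types had few measured members, with 4 for alveolar type 1 cells, at most 5 for basal or squamous cells (medians of −0.12 and 0.24 in the same 2 comparisons, and 0.31 and 1.08, the latter outside the random range, in the table of uncorrected counts), at most 2 for neural or glial cells and 1 each for ciliated cells, endothelium and leukocytes. Past 2-fold were KRT17 in sub-population 8 and the lysosomal protein CD68 in C2 and R2 (1.08).

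Within each line, the 2 large sub-populations differed by the cell cycle. Sub-populations 4, 5, 3 and 6 had the higher expression of G2/M genes in C2, R2, PC9 and PC9-BrM4, with median log2 ratios of 0.97, 0.94, 0.97 and 0.79 over 0, 1, 2 and 7. S phase genes had medians of 0.25, 0.35, 0.22 and 0.24. Genes higher by 2-fold numbered 68, 58, 64 and 36, and 32 of them were shared by all 4 lines, 15 of which belong to the G2/M list. No gene was lower by 2-fold in all 4 lines. The linker histone HIST1H1D led the shared genes, with log2 ratios from 2.02 to 3.97. Other shared genes included HIST1H1B (1.55 to 3.41), HIST1H1E (1.48 to 2.98), the helicase PIF1 (2.04 to 2.75), FAM83D (1.99 to 2.63), the cyclin-dependent kinase CDK1 (1.91 to 2.59) and UBE2C (1.88 to 2.43). Genes that were lower in all 4 lines, though not by 2-fold in each, included the mismatch repair gene MSH6 (−0.81 to −0.57), PTTG1, which encodes securin (−0.62 to −0.50), and CDCA7 (−0.59 to −0.43). The same axis ran across lines. When the 4 C2 and R2 columns were parted as 4 and 5 against 0 and 1, 63 genes were higher, 24 of them in the G2/M list, and the parting of the PC9 and PC9-BrM4 columns as 3 and 6 against 2 and 7 gave 49 genes with 21 in that list. Besides the partings by line given above, 0 and 5 against 1 and 4 gave 0 genes, as did 2 and 6 against 3 and 7.

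The smaller sub-populations were each compared with the mean of 0 to 7. Sub-population 15, with 205 cells, carried a stress response, in which the transcription factor ATF3 was higher by 5.97, the growth arrest gene GADD45A by 5.59, SNHG12 by 5.13, GADD45B by 4.53 and SERTAD1 by 4.47. NF-kB targets and cytokines had a median of 2.40 there and the integrated stress response of 1.33. In sub-population 16, with 176 cells, 70.9% of corrected UMIs came from mitochondrially encoded genes, whose median was 2.09, and 5561 of 7397 genes were lower by 2-fold. Sub-population 17, with 165 cells, was marked by the reductase DHRS2 (5.59) and the linker histone H1F0 (1.63). Sub-population 18, with 111 cells, had the smooth muscle genes TAGLN (2.94) and MYL9 (2.72) among its leading genes, with medians of −1.91 for G2/M and −1.48 for S phase genes. Sub-population 10 was led by IL11 (2.71), G0S2 (2.61) and SUN3 (2.17), and 12 by FN1 (1.95), PKIB (1.82) and PEA15 (1.56). Proteasome genes had medians of −1.07 in 10 and −1.35 in 12, and heat shock genes of −0.82 and −0.94. Sub-population 11 was led by C12orf75 (2.61), CYP1B1 (2.47), FN1 (2.46), the adhesion molecule L1CAM (2.19) and FOS (1.82). Sub-population 9 was led by HIST1H1D (1.47), BST2 (1.46) and LCP1 (1.35). On the 181 genes that part the lines it lay at 0.616 between the PC9 side at 0 and the C2 and R2 side at 1, and whether it mixed cells of both sides or held doublets was not examined.

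Sub-populations 13 and 14 were shallow, with 0.411 and 0.456 of the relative raw depth that was between 0.977 and 1.06 in 0 to 8. Their leading genes were LRRC75A (2.58 in 13 and 2.77 in 14) and PHKG1 (1.43 and 3.10), and 1027 and 1932 genes were lower by 2-fold. Sub-population 16 had a relative depth of 0.514. Markers in sub-populations 8 to 18 were judged against the mean of 0 to 7, and not against each of these columns. Of the marker lists, only secretory airway genes had 3 or more members detected in a sub-population. There were 7 in sub-population 8 (MUC4, MUC16, SLPI, WFDC2, LCN2, PI3 and S100P), 5 in 18 (MUC1, MUC4, MUC16, AGR2 and S100P) and 3 in 15 (SLPI, LCN2 and PI3). S100P in sub-population 8 was level with its mean in PC9.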

Values the study reported

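The paper describes 19 sub-populations across the 4 lines and a MetRes signature of 255 genes. It also reports 847 genes from tumours in vivo, of which 16 overlap with the signature.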

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

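The data hold 1 library per line and means over cells, so that variation between cultures could not be estimated, and each line is confounded with its library. No paired analysis was possible because the columns carry no replicate numbers and the results come from no test. Of 987 alternative values of the genes named for the size of their effect or by the study, 377 were the same, 610 moved and 0 reversed a called gene. That 0 is partly by construction, because genes were named for size only if their direction was the same in the table of uncorrected counts, and uncalled genes that changed sign, such as FOSL1, count as moved. Genes named only as list members are not in these numbers, and of these HSP90AA1, called lower in sub-population 8, stood at 0.38 in the table of uncorrected counts. Of 1240 alternative list medians, 1057 were the same, 177 moved and 6 reversed a list outside the random range. The causes of these shifts were not tested.

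For the R2-prevalent against the C2-prevalent sub-populations, the number of higher genes, 0 in the main setting, was 76 in the table of uncorrected counts, 1 with pseudocount 1 and 66 at threshold 0.5. It was 0 to 8 with 1 column left out, 1 for 1 against 0 alone, 1 for 1 against 4 alone and 66 for 5 against 0 alone. The number of lower genes, 25, was 54 with pseudocount 1, 11 with pseudocount 20, 704 at threshold 0.5 and 33 to 75 with 1 column left out. It was 40 for 1 against 0 alone, 206 for 1 against 4 alone and 44 for 5 against 0 alone, and 10 with the length bin median subtracted, an alternative chosen after the data were seen.

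For sub-population 8 against the C2- and R2-prevalent sub-populations, the 45 higher genes became 434 in the table of uncorrected counts, 13 with pseudocount 20, 16 with a filter of 50 and 222 at threshold 0.5. The 44 lower genes became 9 in the table of uncorrected counts, 71 with pseudocount 1, 16 with pseudocount 20, 27 with a filter of 50, 430 at threshold 0.5 and 24 to 74 with 1 column left out. The proteasome median was 0.073 in the table of uncorrected counts, still below the random range there.

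For C2 and R2 against PC9 and PC9-BrM4, the 105 higher genes became 46 with pseudocount 20, 57 with a filter of 50 and 428 at threshold 0.5. The 76 lower genes became 229 in the table of uncorrected counts, 154 with pseudocount 1, 18 with pseudocount 20, 27 with a filter of 50, 792 at threshold 0.5 and 54 to 129 with 1 column left out. They became 38 with the length bin median subtracted and 41 centred on the median of all genes, both chosen after the data were seen. The MAPK output median was −0.0072 with a filter of 50, and the interferon-stimulated median was −0.015 without 5 and up to 0.28, without 3, with 1 column left out.

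For PC9-BrM4 against PC9, the 7 higher genes became 22 in the table of uncorrected counts, 11 with pseudocount 1, 3 with pseudocount 20, 4 with a filter of 50, 54 at threshold 0.5 and 6 to 19 with 1 column left out. The 29 lower genes became 239 in the table of uncorrected counts, 59 with pseudocount 1, 13 with pseudocount 20, 13 with a filter of 50, 298 at threshold 0.5 and 23 to 82 with 1 column left out. The G2/M median was 0.072 without 7, 0.15 without 3 and −0.78 without 2. The ribosomal protein median was −0.27 in the table of uncorrected counts, still above the random range there.

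Within lines, the G2/M median in the table of uncorrected counts, with pseudocount 1 and with pseudocount 20 was 1.20, 1.11 and 0.73 in C2, 1.26, 1.04 and 0.69 in R2, 1.42, 1.06 and 0.73 in PC9 and 1.11, 0.86 and 0.61 in PC9-BrM4. The S phase median in the table of uncorrected counts and with pseudocount 20 was 0.44 and 0.19 in C2, 0.47 and 0.25 in R2, 0.41 and 0.16 in PC9 and 0.34 and 0.18 in PC9-BrM4.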

Other observations

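The tests of depth and of cell state, the length adjustment and the search for shifted segments were chosen after results were seen. The sub-populations placed in C2 and R2 carried more of the secreted proteins MGP and IL11 than those placed in PC9 and PC9-BrM4, and sub-population 8 carried more of the airway defence genes PI3 and SLPI with less mitotic expression. By placement, MGP stood at 4.16 CPM in PC9 and 48.1 in PC9-BrM4, and at 360.5 in C2 and 594 in R2, lines that were derived from PC9-BrM4 side by side. FN1, in the same order, stood at 36.7, 211, 11.2 and 7.20 CPM. Deviations from the mean of their own side were alike in sub-populations 10 and 12 (rho 0.89), where 143 genes were lower in both and 0 were opposite, in 13 and 14 (rho 0.75), where 557 were lower in both, and in 8 and 18 (rho 0.73), pairings looked for after the data were seen. Sub-populations 13 and 14 are the shallow ones, with relative depths of 0.411 and 0.456, so that a likeness of this size need not be one of cell state.

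Genes were lower and none higher by 2-fold in the R2-prevalent sub-populations, and the bounds set beforehand for a transcript length trend were met, with a rho of −0.64 and 7 of the 25 genes still lower by 2-fold once the length bin median was subtracted. How much of the pattern the trend makes up is left open for a reason added after this result was seen: the median of the 25 went only from −1.12 (−1.29 to −1.01) to −0.85 (−1.43 to −0.61), so that calls ended by falling short of a threshold they had been close to, and 10 genes were lower and 0 higher afterwards. Shallower cells are excluded by the bound set after the result was seen, as the ratio of relative depth was 1.02, while less nuclear RNA cannot be told apart from other causes, since MALAT1 stood at −0.33, between the bounds set beforehand. RNA integrity and library preparation were not tested, and 1 library per line does not separate them from biology.

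RHOC and neighbours on the short arm of chromosome 1 were among the largest positive effects in the R2-prevalent sub-populations. For a copy number difference between the lines, the bound set beforehand against it was met, with a median of 0.048 in 1 against 0 and 0.061 in 5 against 4 over 41 other genes of the region. It is left open for a reason added after this result was seen: these genes have long transcripts (median 3943 against 3071 bases), and their adjusted medians were 0.27 and 0.23, short of the 0.3 set for a gain. After the adjustment, 115 genes on chromosome 1 from 85.2 to 150.2 Mb, RHOC among them, also formed a shifted segment (median 0.27, 79.1% in the same direction), but DNA was not measured. Short transcripts cannot be told apart from other causes either, because the neighbours tested are long, so that subtracting the trend could only raise their median (0.24 after and 0.054 before), and RHOC itself stood at 0.77 before and 0.53 after.

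Neighbouring genes shifted together between C2 and R2 and the earlier lines in 17 segments. The largest window median (1.07) was on chromosome 22 from 17.1 to 31.3 Mb, and 76 of the 181 called genes lay in these segments. PC9-BrM4 against PC9 gave 5 segments, among them chromosome 18 (97.2% in the same direction). Their sizes add to 527 genes, where genes in overlapping segments of chromosome 1, of opposite direction, were counted in each. R2 against C2 gave 0 segments, or 2 after the length adjustment. A copy number difference between the lines may underlie them but cannot be told apart from other causes: the lowest share of uncalled genes that moved with their segment was 81.0% over 5 segments, between the bounds set beforehand. The transcript length trend is excluded as the source of most segments, as 13 of 17 remained once it was subtracted. It is not excluded for those that did not remain, among them chromosome 1 from 100 to 113 Mb, where RHOC lies. Differences of cell state cannot be told apart from other causes: 5 comparisons of states gave 0 segments, but none set C2 or R2 against PC9 or PC9-BrM4. EGFR lies in the segment on chromosome 7 from 33.1 to 65.4 Mb, but stood at 301 CPM in R2 against 305 in PC9-BrM4, 492 in C2 and 189 in PC9.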
